A study of Mus musculus with 15 samples. Its data were reported in "Conserved and species-specific molecular denominators in mammalian skeletal muscle aging" (2017).

How the data were processed

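Total RNA from the gastrocnemius of 15 male C57BL/6 mice was amplified, labelled and hybridised by the authors to Illumina MouseRef-8 bead arrays, 1 array per mouse, with 5 mice in each of the young (5 months), middle-aged (17 months) and old (28 months) groups. The authors deposited a raw intensity per probe and array, read with GenomeStudio 2011.1, with no background subtraction and no normalisation between arrays: the lowest intensity of an array lay between 47.3 and 59.3 and the highest between 37587 and 52425. Beside each intensity the deposited table gives a detection p-value, the chance that the signal is background against the negative control beads of the same array. The authors also deposited a score per probe, the Z score of their methods, which is the natural log of the raw intensity minus the array's mean and divided by the array's standard deviation. Recomputed from the intensities, this score matched the deposited one within 0.000924 on every array, so the columns of both tables belong to the same samples. The intensities of young replicate 4 and middle-aged replicate 2 carry 2 decimals and those of the other arrays 1.

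Of 25697 probes, 23978 had 1 gene symbol in the platform's annotation, 0 had several and 1719 were unnamed here. By gene number 23962 matched a current mouse gene, which changed 0 symbols, and 16 kept the platform's name. The table of current genes served for names alone, and no coordinates are given. Probes kept in the comparison had a detection p under 0.05 on at least 5 of the 15 arrays, which 12552 did. Where a gene had over 1 probe past this filter, as 2259 genes had, the probe with the highest mean stood for it, and unnamed probes stayed single, which left 9470 features.

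Intensities were corrected for background with neqc of limma 3.58.1 in R 4.3.3, which estimates the background from the detection p-values, adds an offset of 16 and normalises by quantiles on the log2 scale. All 15 arrays entered 1 linear model with a mean per age group, and lmFit and eBayes with an intensity trend gave two-sided tests of old against young, old against middle-aged and middle-aged against young, and of the later step against the earlier one. Benjamini-Hochberg adjustment ran over the 9470 features of each contrast, and a feature was called at an adjusted p under 0.05. The adjusted p-values printed for genes come from limma. A fold against a group in which no array detected the gene by any of its probes is a lower bound taken against the background of those arrays, written "at least".

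A set of 44 gene lists, for pathways the study discusses, for aged muscle and for cell types a muscle sample could hold, and the union of the nuclear oxidative phosphorylation lists were fixed before the data were examined. The 43 with at least 3 measured members were tested with camera of limma at a preset correlation of 0.01, two-sided, with Benjamini-Hochberg adjustment over the lists of a contrast. The list of mitochondrially encoded genes had 0 of 13 members named, and that of B and plasma cells had 1 of 21 members measured. Each list is also given with a correlation estimated from the data, and fry and the methods' parametric enrichment of Z ratios (PAGE) were run beside camera. The distance between the centroids of 2 groups is the root mean square difference of their mean log2 profiles, and the difference between the steps has an exact two-sided permutation test over every assignment of the labels old and young to the 10 old and young arrays.

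The genes named were also chosen by a rule fixed before the data were examined. For each comparison they are the 8 largest rises and the 8 largest falls among called genes whose groups did not overlap, or all where fewer passed, or the 4 with the lowest p where none did. They are further, for each list, up to 4 called members or, where none was called, up to 2 with the lowest p, and for old against young a set of single genes that the study names. Genes given for the difference between the steps were chosen after their values were seen.

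The linear model was tested on simulated log2 values with each feature's real mean and pooled spread and with independent noise. Among the 9470 features, 67 were changed by 0.5, 67 by 1 and 66 by 2 on the log2 scale. Background correction, normalisation, the detection filter and the choice of probe were not simulated. Neither were spread shared between genes and unequal spread between groups, so the shares and false calls below need not hold on the real arrays. For old against young, the recovered shares were 22.4% of changes of 0.5, 85.1% of changes of 1 and 100% of changes of 2, with 10 false calls. For old against middle-aged they were 37.3%, 89.6% and 98.5%, with 7 false calls, and for middle-aged against young 16.4%, 85.1% and 100%, with 11 false calls.

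The alternatives tried were other background corrections, median scaling and the methods' Z scores in place of quantiles, the deposited scores, other detection filters, every probe on its own, list members held by 1 list alone, array weights from limma with statmod 1.5.0, other settings of eBayes, only the arrays of the groups compared, the methods' thresholds and their test per gene, the replicate number as a block, and each array left out in turn. The thresholds of the methods are a Z ratio over 1.5 in size, an unadjusted p under 0.05 and a mean score over 0. No slide was named for any array, so no slide could enter a model. Nothing deposited for the 15 arrays was left out apart from the scores, which entered as an alternative.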

Results

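Gene expression was measured in the gastrocnemius, a large calf muscle of mixed but mostly fast fibres, of 15 male C57BL/6 mice, with 1 Illumina MouseRef-8 bead array per mouse. There were 5 young mice of 5 months, 5 middle-aged mice of 17 months and 5 old mice of 28 months. Each array held 25697 probes, and between 11534 probes (young replicate 2) and 12593 probes (old replicate 4) gave a signal above background at a detection p under 0.05. The median raw intensity per array ran from 74.7 to 93.8 and the mean from 328 to 621. After the filter on detection, 9470 features were compared, of which 8760 were named genes and 710 were probes unnamed here. The number of arrays limits the precision of every value. All adjusted p-values for genes and lists below are two-sided, all folds compare 5 arrays with 5 arrays, and each error is the standard error of the log2 fold change.

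Old against young muscle asks what had changed by the end of the age range. Sln, the gene of sarcolipin, a small inhibitor of the calcium pump of muscle, rose 16.9-fold in old muscle (probe ILMN_2918875, log2 4.08 ± 0.47, n = 5 per group, adjusted p = 6.97e-05 by limma). Ankrd1, an ankyrin repeat protein of striated muscle that responds to stretch and injury, rose 6.85-fold (log2 2.78 ± 0.35, adjusted p = 0.000184). Krt18, a keratin of simple epithelia, rose at least 4.72-fold (log2 2.71 ± 0.14, adjusted p = 1.35e-09), and Ccl8, a chemokine that attracts monocytes, rose at least 5.52-fold (log2 2.69 ± 0.28, adjusted p = 3.34e-05). "At least" is written where a gene was detected on no array of the lower group, and the fold is then taken against the background of those arrays. The B cell chemokine Cxcl13 rose 4.93-fold (log2 2.30 ± 0.36, adjusted p = 0.00187), the calcium-binding protein S100a8 of neutrophils and monocytes rose 4.54-fold (2.18 ± 0.40, 0.00545), the small GTPase Rrad rose 4.48-fold (2.16 ± 0.21, 2.44e-05), and Myh8, the perinatal myosin heavy chain, rose 4.29-fold (2.10 ± 0.32, 0.00123).

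Nrep, a protein first described in regenerating neurons, was 4.21-fold lower in old muscle (probe ILMN_2680054, log2 -2.07 ± 0.23, n = 5 per group, adjusted p = 5.1e-05 by limma). Fibrillar collagen transcripts fell with it: Col1a1 was 3.63-fold lower (log2 -1.86 ± 0.32, adjusted p = 0.00334) and Col1a2 was 2.55-fold lower (-1.35 ± 0.19, 0.000668), while the basement membrane collagen Col15a1 was 2.48-fold lower (-1.31 ± 0.23, 0.00401). Smox, which oxidises the polyamine spermine, was 3.54-fold lower (log2 -1.83 ± 0.24, adjusted p = 0.00033). The mitochondrial carrier Slc25a30 was 2.67-fold lower (-1.42 ± 0.28, 0.00781), the muscle methyltransferase Mettl21c 2.50-fold lower (-1.32 ± 0.23, 0.00318) and the potassium channel subunit Kcng4 2.39-fold lower (-1.26 ± 0.30, 0.027). By the rule that chose them, each of these 8 rises and 8 falls set all 5 old arrays apart from all 5 young arrays. The call for Kcng4 was lost with the replicate number as a block (adjusted p = 0.0617) and without any 1 of young replicates 1, 2, 3, 4 and 5 and old replicate 4, with adjusted p from 0.0517 to 0.0694, while 14 of the others kept theirs without any 1 array. Krt18 kept its call without any young or middle-aged array. It was not tested without an old one, since it was detected on the 5 old arrays alone and then missed the detection filter.

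Across the genome, 313 features changed between old and young muscle, 163 higher and 150 lower in old, and 71 of them by more than 2-fold. At an unadjusted p under 0.05 there were 1789 features, against 473.5 that chance would give. The groups did not overlap in 442 of all 9470 features, where chance gives 0.794%, and 215 of the called features were among them. Of the called genes, 68 had further probes past the filter, and in 5 of these another probe pointed the opposite way, with 0 such probes called themselves, while in 34 of the 68 no other probe was called. Scaling each array to its median gave 136 features, 86 higher and 50 lower. Leaving out 1 array moved the count by more than 1.5 times in 8 cases: it was 193, 198, 201, 183 and 152 without young replicates 1, 2, 3, 4 and 5, 195 and 170 without old replicates 1 and 4, and 710 without old replicate 5 (330 higher and 380 lower).

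The genes that muscle turns on when it loses its nerve moved up as a group in old muscle. Of the 23 measured members of the denervation response list, 10 rose and 0 fell, and adjusted over the list alone 13 were higher and 1 lower. Beside Sln, Ankrd1 and Myh8, the list held Gadd45a, a stress-induced regulator of atrophy, which rose 2.42-fold (log2 1.27 ± 0.17, adjusted p = 0.000488), and Chrnb1, the beta subunit of the acetylcholine receptor, which rose 1.98-fold (0.99 ± 0.14, 0.000534). The median member was 0.80 higher on the log2 scale (camera, adjusted p = 7.3e-11, and adjusted p = 0.0053 with an estimated correlation), and the list median of each of the 5 old arrays lay above every young array. The Schwann cell and nerve list, measured on the same arrays, had a median log2 fold change of 0.04 over 8 members (adjusted p = 0.951), with a mean and a test of negative sign. Its members with the lowest p were the myelin enzyme Cnp (log2 -0.41 ± 0.12, adjusted p = 0.0684) and the Schwann cell protein Drp2 (0.16 ± 0.18, 0.682). Cdkn1a, which arrests the cell cycle, rose 2.6-fold (log2 1.38 ± 0.20, adjusted p = 0.000784) and Bbc3, a trigger of cell death, rose 1.70-fold (0.77 ± 0.18, 0.0225). With Gadd45a they were the 3 of 18 members of the p53 and senescence list that rose (0 fell, adjusted over the list alone 4 higher and 1 lower), and the list itself missed the threshold (median 0.19, adjusted p = 0.0557). A further probe of Bbc3 pointed the opposite way (log2 -0.11, adjusted p = 0.676). The call for Bbc3 was lost with median scaling (adjusted p = 0.0656), with no detection filter (0.0568), with the replicate block (0.0541), and without young replicates 3 (0.0544) and 5 (0.0691) and old replicates 1 (0.064) and 4 (0.0584).

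Genes of macrophages and of innate defence were higher in old muscle. Lgals3, the galectin of activated macrophages, rose 2.94-fold (log2 1.56 ± 0.23, n = 5 per group, adjusted p = 0.000963 by limma), and the lysozymes Lyz2 and Lyz1 rose 2.23-fold (1.16 ± 0.22, 0.00713) and 1.85-fold (0.89 ± 0.20, 0.018), with the Fc receptor Fcgr3 1.77-fold higher (0.82 ± 0.18, 0.0169). Further probes of the lysozymes were higher but not called, at 0.75 (adjusted p = 0.186) for Lyz2 and 0.59 (0.299) and 0.59 (0.279) for Lyz1. Of 20 macrophage genes 7 rose and 0 fell (17 higher adjusted over the list alone), with a median of 0.72 on the log2 scale (camera, adjusted p = 1.61e-14, but adjusted p = 0.25 with an estimated correlation). The complement factor C4b rose 2.31-fold (1.21 ± 0.19, 0.00204) and C1qb, which the macrophage list also holds, rose 1.94-fold (0.96 ± 0.22, 0.022). They were the 2 of 10 complement genes that rose (0 fell, 4 higher adjusted over the list alone), and the list median was 0.38 (adjusted p = 0.00115, and adjusted p = 0.438 with an estimated correlation). Among 21 cytokines and chemokines, Ccl8, Cxcl13 and the interferon-induced Cxcl10 (at least 1.60-fold, 0.94 ± 0.17, 0.00472) were the 3 that rose, and Il12a, a subunit of interleukin 12, was 1.74-fold lower (-0.80 ± 0.16, 0.0116) as the 1 that fell. That list's median was 0.29 (4 higher and 1 lower adjusted over the list alone, adjusted p = 0.00292, and adjusted p = 0.561 with an estimated correlation), and its call was lost where genes had to be detected on all arrays (0.557). On old replicate 3 the macrophage median stood at -0.12 from the mean of all arrays, against 0.36 or more on the other old arrays. C1qb lost its call without young replicates 1 (adjusted p = 0.0671), 2 (0.0518) and 5 (0.0635) and old replicates 1 (0.0647) and 2 (0.0505), and Lyz1 without young replicates 1 (0.052) and 5 (0.0584) and old replicates 1 (0.0504) and 4 (0.0501). With median scaling the calls of C1qb (0.0874), Lyz1 (0.0745) and Il12a (0.0874) were lost, and with the replicate block those of C1qb (0.0551) and Lyz1 (0.0536).

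Antigen presentation genes were higher as a group with no member called. Of the 16, 15 had a higher estimate in old muscle and the median was 0.42 on the log2 scale (camera, adjusted p = 2.09e-05, and adjusted p = 0.561 with an estimated correlation). By limma 0 of the 16 were called over all genes, 9 were higher at an unadjusted p under 0.05, 7 were higher adjusted over the list alone, and the methods' test called 0. The class II gene H2-Ab1 stood 1.71-fold higher (log2 0.78 ± 0.23, adjusted p = 0.0675) and the immunoproteasome subunit Psmb9 1.68-fold higher (0.75 ± 0.24, 0.0924). The interferon-induced Oasl2 rose 1.75-fold (0.81 ± 0.19, 0.0256) as the 1 of 19 interferon response genes that rose (0 fell, 3 higher adjusted over the list alone). That list had a median of 0.22 (adjusted p = 0.0121, and adjusted p = 0.561 with an estimated correlation). Tlr2, a receptor for bacterial lipoproteins, rose 1.77-fold (0.82 ± 0.18, 0.017) as the 1 of 17 NF-kB pathway genes that rose (0 fell, 2 higher adjusted over the list alone), with a list median of 0.18 (adjusted p = 0.0401, and adjusted p = 0.28 with an estimated correlation). The NF-kB call was lost without young replicates 1 (adjusted p = 0.0502), 2 (0.0593) and 5 (0.0545) and old replicates 1 (0.11) and 3 (0.101). It was also lost in 9 other settings, from 0.0506 with members held by 1 list alone to the 0.28 above. Tlr2 lost its call without old replicate 4 (0.0509), and Oasl2 lost it without young replicates 2 (0.0511), 4 (0.0656) and 5 (0.0734) and old replicate 1 (0.0749). The call for Oasl2 also ended with median scaling (0.0597) and with no detection filter (0.0508).

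Of 33 extracellular matrix genes, 6 fell and 0 rose in old muscle, among them Col1a1, Col1a2, Col15a1 and the collagen-binding protein Sparc, which was 1.90-fold lower (log2 -0.92 ± 0.20, adjusted p = 0.0169). A further probe of Sparc was lower but not called (log2 -0.45, adjusted p = 0.454). Adjusted over the list alone 13 were lower and 2 higher. The list median was -0.28 (camera, adjusted p = 0.000143, and adjusted p = 0.561 with an estimated correlation), and the list medians of old replicates 2 and 5 stood at 0.15 and 0.08 from the mean of all arrays. Fibroblast markers, which share Col1a1 and Col1a2 with that list, had a median of -0.19 over 20 genes (adjusted p = 0.00934, and adjusted p = 0.643 with an estimated correlation). Their 3 called genes all fell, the third being the surface protein Thy1, 1.98-fold lower (-0.99 ± 0.27, 0.0498), and 5 were lower adjusted over the list alone. The tendon proteoglycan gene Kera was 1.95-fold lower (-0.96 ± 0.22, 0.0204), the 1 of 8 tendon genes called (also 1 lower adjusted over the list alone), and the tendon list missed the threshold (median -0.22, adjusted p = 0.0616). The fibroblast call was lost with members held by 1 list alone (adjusted p = 0.412) and without young replicate 3 (0.0627) and old replicate 3 (0.232), Sparc without old replicate 4 (0.0501), and Kera without young replicates 1 (0.061) and 4 (0.0621) and old replicate 1 (0.0558). Thy1 lost its call without any 1 of young replicates 1 to 5, middle-aged replicates 1 to 4 and old replicates 1, 3 and 4, with adjusted p from 0.0532 to 0.125. In 5 other settings Thy1 lost it too (0.0526 to 0.0825).

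Nuclear genes of oxidative phosphorylation were slightly lower in old muscle, each by less than the threshold for a single gene. Of 73 measured members 66 had a lower and 7 a higher estimate in old than in young muscle, with a median of -0.14 and a mean of -0.15 on the log2 scale (camera, adjusted p = 0.00304, but adjusted p = 0.643 with an estimated correlation). On the scale of the methods' Z scores the list median was -0.02 (adjusted p = 0.753, where all settings ran from 1.78e-05 to 0.753). By limma 0 of 73 were called, over all genes and adjusted over the list alone, 2 were lower at an unadjusted p under 0.05, and the methods' test called 0 after adjustment. The complex I subunit Ndufv2 stood 1.16-fold lower (log2 -0.21 ± 0.09, adjusted p = 0.236) and cytochrome c, Cycs, 1.32-fold lower (-0.40 ± 0.19, 0.257). Complex I alone had a median of -0.16 over 33 genes (adjusted p = 0.0133, and adjusted p = 0.643 with an estimated correlation), while complexes II (-0.12, 0.522), III (-0.17, 0.289), IV (-0.18, 0.0557) and V (-0.08, 0.471) did not pass. Old replicate 3 had the lowest oxidative phosphorylation median (-0.42) and middle-aged replicate 5 the next (-0.33), and the same arrays had the lowest cytosolic ribosomal protein medians (-0.49 and -0.43). Without old replicate 3 the list's median was -0.07 and its adjusted p 0.222, and without old replicate 5 its adjusted p was 0.0534. Complex I lost its call without the same arrays (0.286 and 0.0622). It also lost it with Z scores and with the deposited scores (0.66 each), with array weights (0.12), by PAGE (0.348) and without old replicate 3 and middle-aged replicate 5 together (0.149). The whole list lost its call with array weights (0.0913), by PAGE (0.47) and without that pair (0.116). The mitochondrially encoded genes, 13 on the list, had 0 named probes, so they were not analysed here.

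**Figure D1:**
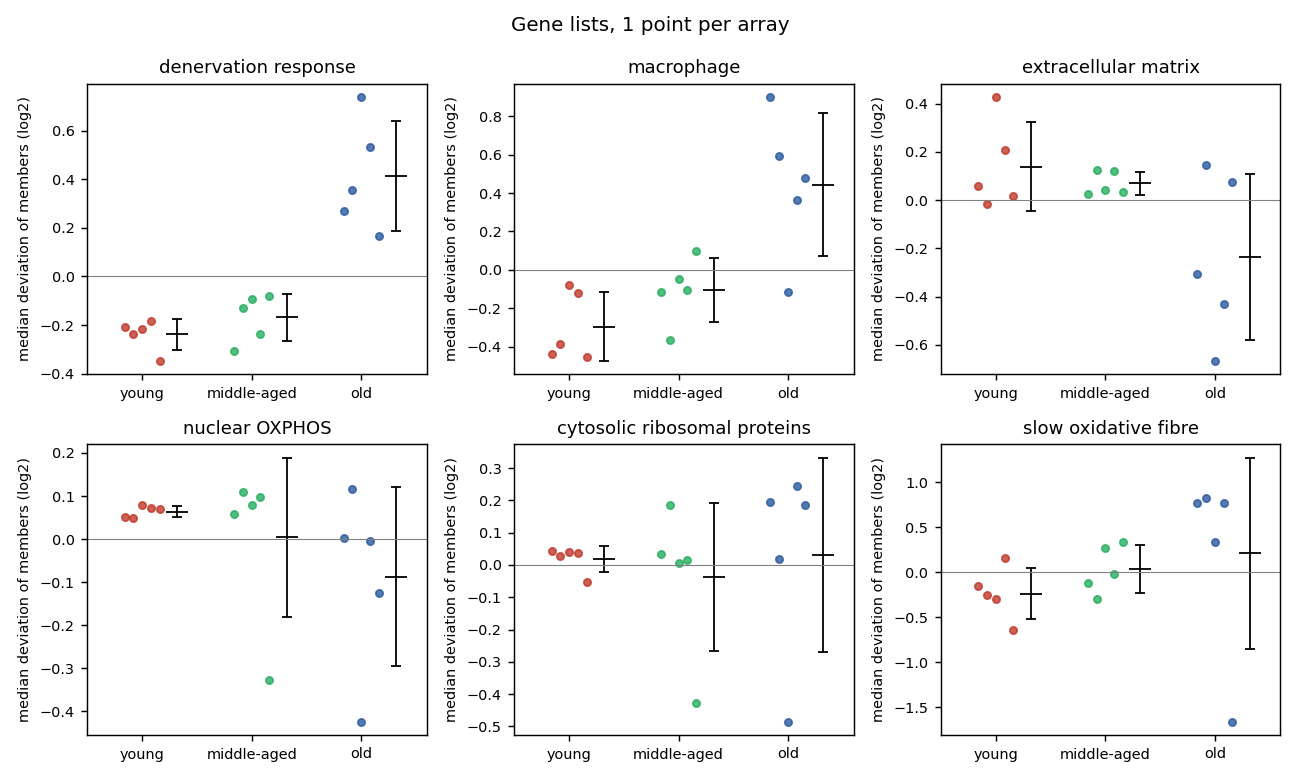
Median deviation of the members of 6 gene lists from each gene's mean over the 15 arrays (log2, vertical axis) for the young, middle-aged and old groups, with 1 point per array and the mean ± SD in black. The denervation response medians of the old arrays are all at or above 0.17 and those of the other arrays at or below -0.08, while old replicate 5 has a slow oxidative fibre median of -1.66.

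Slow fibre genes were higher in old muscle as a group, with no member called. Of the 12, 11 had a higher estimate in old than in young muscle, and the median was 0.54 on the log2 scale (camera, adjusted p = 0.0204, and adjusted p = 0.643 with an estimated correlation). By limma 0 of the 12 were called, over all genes and adjusted over the list alone, 1 was higher at an unadjusted p under 0.05, and the methods' test called 0. The slow myosin light chain Myl2 stood 1.57-fold higher (log2 0.65 ± 0.29, adjusted p = 0.23) and the slow calsequestrin Casq2 1.56-fold higher (0.64 ± 0.31, 0.265). The call was lost without young replicate 5 (adjusted p = 0.0526) and old replicates 1 (0.11), 2 (0.155), 3 (0.118) and 4 (0.0793), while without old replicate 5, whose median of -1.66 stood far below the 0.34 to 0.83 of the other old arrays, the list median was 1.01 (adjusted p = 7.7e-12). Glycolysis and glycogen genes were lower by a median of -0.20 over 20 genes, a sign that turned to 0.03 on the scale of the methods' Z scores (adjusted p = 0.0204, and adjusted p = 0.594 with an estimated correlation). By limma 0 of these 20 were called, 7 were lower and 1 higher at an unadjusted p under 0.05, 1 was lower adjusted over the list alone, and the methods' test called 0. The glycogen phosphorylase Pygm stood 1.46-fold lower (-0.54 ± 0.15, adjusted p = 0.056) and Pgm1, which links glycogen to glycolysis, 1.25-fold lower (-0.33 ± 0.11, 0.115). The glycolysis call was lost without old replicates 1 (adjusted p = 0.11) and 4 (0.101), with Z scores (0.939), with the deposited scores (0.941) and by PAGE (0.984). Without old replicate 3 and middle-aged replicate 5 together the slow fibre (0.135) and fibroblast (0.233) calls were lost. In all, 14 of 43 lists passed between old and young muscle. By fry the calls of the denervation response, macrophage and NF-kB lists held and the other 11 were lost, with adjusted p from 0.0544 (complement) to 0.483 (slow fibre). The same arrays were split in other ways, and in 15 of 100 splits, the real one included, as many lists passed.

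The study names single genes of mitochondrial function, mitophagy, inflammation and insulin-like growth factor signalling, and of those tested on the arrays Irs2 was the 1 that changed between old and young. Irs2, which relays insulin signals, was 2.83-fold lower in old muscle (log2 -1.50 ± 0.38, n = 5 per group, adjusted p = 0.0345 by limma). It lost its call without any 1 of young replicates 2, 3, 4 and 5 and old replicates 1, 2, 3 and 4 (adjusted p from 0.0504 to 0.103). The respiratory chain genes Ndufab1 (log2 -0.12 ± 0.21), Sdhb (-0.02 ± 0.19), Sdhd (-0.20 ± 0.15), Uqcrc1 (-0.14 ± 0.12), Uqcrc2 (0.05 ± 0.11) and Atp5a1 (-0.18 ± 0.18) differed by less than 2 standard errors at the probe chosen, and as a list of 6 they had a median of -0.13 (adjusted p = 0.522). So did the citrate synthase gene Cs (-0.03 ± 0.10), the fusion and fission genes Mfn1 (0.11 ± 0.21), Mfn2 (0.08 ± 0.10), Fis1 (-0.14 ± 0.14) and Dnm1l (0.28 ± 0.27), and the mitophagy genes Pink1 (0.06 ± 0.14) and Bnip3l (0.15 ± 0.16). In the growth pathway Akt2 (0.35 ± 0.24), Gsk3b (-0.52 ± 0.28), Foxo1 (-0.08 ± 0.22), Irs1 (-0.17 ± 0.14) and Eif4ebp1 (0.06 ± 0.30) did so too, and Igf1, the growth factor itself, stood 1.39-fold lower without passing (-0.48 ± 0.15, adjusted p = 0.089). The control genes Gapdh (-0.18 ± 0.11, adjusted p = 0.393) and Actb (-0.35 ± 0.13, adjusted p = 0.133) were not called. Further probes of some of these genes read otherwise, with 0 called. They stood at -0.43 (adjusted p = 0.0971) and 0.06 (0.894) for Sdhb, -0.58 (0.302) for Mfn2, -0.04 (0.953) for Pink1, and 0.06 (0.934), 0.05 (0.92), 0.05 (0.932) and -0.10 (0.747) for Actb. Bnip3, Tnf, Il1b, Il6, Il10 and Akt1 did not pass the detection filter, and Park2, Nfkb1 and Rps6kb1 were not analysed here.

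Old against middle-aged muscle asks what changed in the later step. Sln rose 19.7-fold (log2 4.30 ± 0.47, n = 5 per group, adjusted p = 0.000143 by limma) and Krt18 at least 4.78-fold (2.63 ± 0.14, 2.34e-09), with its partner keratin Krt8 2.72-fold higher (1.44 ± 0.23, 0.00549). Ccl8 rose 4.44-fold (2.15 ± 0.28, 0.000893), Cxcl13 4.04-fold (2.01 ± 0.36, 0.0146), Rrad 3.34-fold (1.74 ± 0.21, 0.000336), Gadd45a 2.80-fold (1.49 ± 0.17, 0.000257) and Lgals3 2.67-fold (1.42 ± 0.23, 0.00547). Dkk3, a secreted protein of the Dickkopf family, was 3.10-fold lower (-1.63 ± 0.29, 0.0146) and Nrep 2.98-fold lower (-1.58 ± 0.23, 0.00254). The secreted Wnt antagonist Frzb was at least 1.26-fold lower (-0.70 ± 0.11, 0.00495) and the histone methyltransferase Kmt5a 1.62-fold lower (-0.70 ± 0.14, 0.0337). Cxcl13 lost its call without middle-aged replicates 2 (adjusted p = 0.0605) and 4 (0.0529), Dkk3 without middle-aged replicate 4 (0.0633) and old replicate 4 (0.061). Kmt5a lost its call without any 1 of young replicates 1, 2, 3 and 5, middle-aged replicates 1 to 4 and old replicates 1 and 4 (0.0518 to 0.124). It also lost it with median scaling (0.291) and the replicate block (0.0805).

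Between old and middle-aged muscle 30 features changed, 25 higher and 5 lower in old, and 1157 had an unadjusted p under 0.05, against 473.5 by chance. The groups did not overlap in 142 of all 9470 features, where chance gives 0.794%, and 25 of the 30 were among them. The count was 19, 15 and 68 without middle-aged replicates 2, 4 and 5, and 54, 58, 17 and 306 without old replicates 2, 3, 4 and 5. The balance of directions turned round in some settings: 123 were higher and 183 lower without old replicate 5, 205 higher and 263 lower with array weights, and 94 higher and 180 lower by the thresholds of the methods. Among 100 splits of these 10 arrays, 5 gave a count as large, the real split included.

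**Figure D2:**
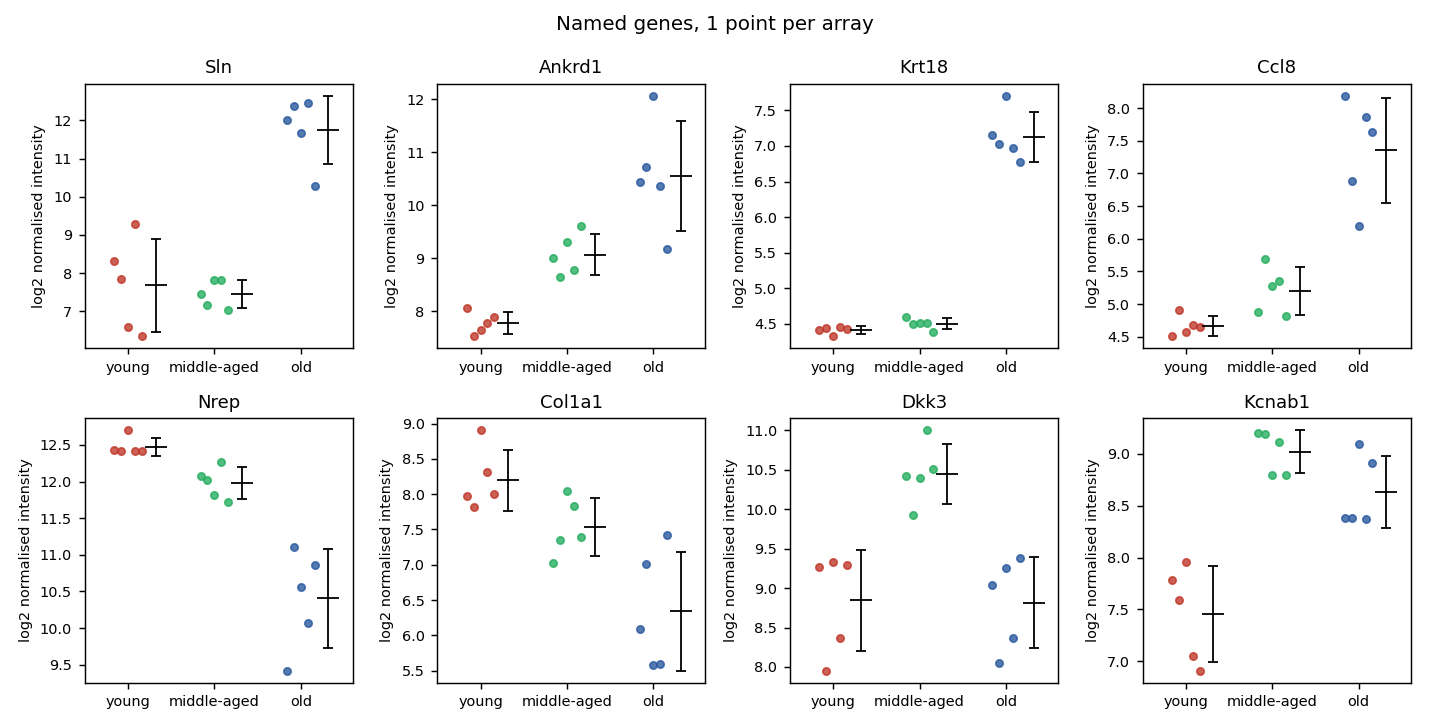
Normalised log2 intensity (vertical axis) of 8 named genes on each array of the young, middle-aged and old groups, with 1 point per array and the mean ± SD in black. Sln, Ankrd1, Krt18 and Ccl8 stand highest and Nrep and Col1a1 lowest in old muscle, while Dkk3 and Kcnab1 stand highest in middle age.

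The denervation response genes were higher as a group in this later step too. Of 23 members 7 rose and 0 fell (11 higher adjusted over the list alone), with a median of 0.54 on the log2 scale (camera, adjusted p = 5.81e-12, and adjusted p = 0.00342 with an estimated correlation), and they included Sln, Gadd45a, Cdkn1a (2.49-fold, 1.32 ± 0.20, 0.00357) and Myh8 (3.95-fold, 1.98 ± 0.32, 0.00547). The p53 and senescence list was higher as well (median 0.22 over 18 genes, adjusted p = 0.00183, and adjusted p = 0.041 with an estimated correlation), and 2 of its members, Gadd45a and Cdkn1a, rose while 0 fell (3 higher adjusted over the list alone). Both are also members of the denervation response list, and with members held by 1 list alone the p53 and senescence call was lost (adjusted p = 0.12). All 20 macrophage genes had higher estimates in old muscle, with a median of 0.55 (adjusted p = 6.29e-14, but adjusted p = 0.0932 with an estimated correlation), Lgals3 being the 1 that passed (12 higher adjusted over the list alone). Tap2, a peptide transporter for antigen presentation, rose 1.71-fold (0.78 ± 0.15, 0.0296) as the 1 of 16 genes of that list that passed (3 higher adjusted over the list alone). That list's median was 0.35 (adjusted p = 2.32e-06, and adjusted p = 0.418 with an estimated correlation). Tap2 lost its call without middle-aged replicates 1 (adjusted p = 0.0831), 2 (0.0888) and 4 (0.0667) and old replicates 1 (0.101) and 4 (0.0943). It was lost in 4 other settings too, up to 0.322 with median scaling.

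Extracellular matrix genes were lower as a group (median -0.24 over 33 genes, camera adjusted p = 0.000147, and adjusted p = 0.619 with an estimated correlation). By limma 0 of them were called, 12 were lower and 1 higher at an unadjusted p under 0.05, 6 were lower and 1 higher adjusted over the list alone, and the methods' test called 0. Col15a1 stood 2.0-fold lower (log2 -0.996 ± 0.23, adjusted p = 0.0759) and Col1a2 1.66-fold lower (-0.73 ± 0.19, 0.127). Fibroblast genes went the same way (median -0.24 over 20 genes, adjusted p = 0.00171, and adjusted p = 0.658 with an estimated correlation), with 0 called, 6 lower at an unadjusted p under 0.05 and 2 lower adjusted over the list alone. The fibroblast call was lost without old replicate 3 (adjusted p = 0.0734), with members held by 1 list alone (0.0575), with array weights (0.0551) and without old replicate 3 and middle-aged replicate 5 together (0.125). By fry both calls were lost (0.272 for the matrix and 0.372 for fibroblasts), as was that of antigen presentation (0.214).

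A further 9 lists passed between old and middle-aged muscle with the preset correlation and none of them with an estimated one, where their adjusted p lay between 0.0932 and 0.822. Interferon response genes (median 0.13, adjusted p = 0.00328, and adjusted p = 0.38 with an estimated correlation) held through every array left out, with Gbp3, a guanylate-binding protein, 2.30-fold higher (log2 1.20 ± 0.35, adjusted p = 0.179). Ubiquitin ligase and atrophy genes (0.13, 0.00765, and adjusted p = 0.0932 with an estimated correlation) lost the call without old replicate 5 (0.0582), translation initiation genes (0.16, 0.0204, and adjusted p = 0.0932 with an estimated correlation) without old replicates 1 (0.0525) and 3 (0.0669), and NF-kB pathway genes (0.21, 0.0204, and adjusted p = 0.0932 with an estimated correlation) without old replicate 1 (0.0906). Complement genes (0.28, 0.0204, and adjusted p = 0.619 with an estimated correlation) lost it without old replicates 1 (0.137), 2 (0.0503) and 5 (0.0763). Cytokines and chemokines (0.09, 0.0284, and adjusted p = 0.781 with an estimated correlation) lost it without middle-aged replicate 3 (0.0517) and old replicates 1 (0.163), 2 (0.0613), 4 (0.0576) and 5 (0.0723), and their median was -0.27 where genes had to be detected on all arrays. Cytosolic ribosomal protein genes (0.07, 0.0394, and adjusted p = 0.822 with an estimated correlation), with Rpl3 the 1 of 51 that passed (1.65-fold, 0.72 ± 0.15, 0.0414), lost it without middle-aged replicate 5 (0.973) and old replicates 1 (0.352), 4 (0.406) and 5 (0.374). Glycolysis genes (-0.14, 0.0394, and adjusted p = 0.781 with an estimated correlation) had a median of 0.01 on the scale of the Z scores, and lost the call without middle-aged replicates 3 (0.0758) and 5 (0.237) and old replicates 1 (0.23), 2 (0.0563) and 4 (0.282). Oxidative phosphorylation genes (-0.09, 0.0394, and adjusted p = 0.822 with an estimated correlation) had a median of 0.00 on that scale, and lost the call without middle-aged replicates 1 (0.118), 2 (0.108), 3 (0.268) and 4 (0.103) and old replicates 3 (0.754) and 5 (0.444). Of the members of these lists Ccl8 and Cxcl13 (2 of 21 cytokines) and Rpl3 rose and none fell, while adjusted over the list alone 3 cytokine, 3 interferon response, 1 complement and 1 ribosomal protein gene were higher. Rpl3 lost its call without any 1 of young replicates 1 to 5, middle-aged replicates 1 to 4 and old replicates 1, 2 and 4 (adjusted p from 0.0594 to 0.169). In 4 other settings it lost it too, up to 0.35 with median scaling. Under the same scaling the ribosomal protein (adjusted p = 0.364), translation initiation (0.0828) and glycolysis (0.0828) calls were also lost. With members held by 1 list alone the losses were those of complement (0.215), glycolysis (0.107) and oxidative phosphorylation (0.0537). With no detection filter they were those of complement (0.084), glycolysis (0.084), translation initiation (0.0944) and ribosomal proteins (0.0944), and with detection on all arrays those of NF-kB (0.0666) and cytokines (0.509). Z scores ended the glycolysis (0.699) and oxidative phosphorylation (0.576) calls, as did the deposited scores (0.699 and 0.576) and PAGE (0.581 and 0.217). Array weights ended that of oxidative phosphorylation (0.0977) and PAGE that of NF-kB (0.0782). By fry 7 of the 9 calls were lost (0.0998 to 0.766), and those of ubiquitin ligases and NF-kB held.

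Middle-aged against young muscle asks what had already changed by 17 months. Kcnab1, a beta subunit of voltage-gated potassium channels, rose 2.96-fold (probe ILMN_2915671, log2 1.57 ± 0.20, n = 5 per group, adjusted p = 0.00391 by limma), with all 5 middle-aged arrays above all young arrays. It was the 1 feature called by limma, where 480 had an unadjusted p under 0.05, against 473.5 by chance. The methods' test had 804 features at an unadjusted p under 0.05. In 233 of all 9470 features the groups did not overlap, where chance gives 0.794%. The methods' test after adjustment also called 1 feature, but a lower one, Olfr206 (adjusted p = 0.0393), and it did not call Kcnab1 (0.122). By limma no fall passed: the 4 lower genes with the lowest p were Ly6g6e (log2 -0.65 ± 0.12, adjusted p = 0.0606), Ttyh2 (-0.73 ± 0.16, 0.27), the olfactory receptor Olfr206 (-0.47 ± 0.11, 0.277) and Pigw (-0.55 ± 0.13, 0.284). Without young replicate 3 the count of called features was 2, without middle-aged replicate 4 it was 4, and without old replicates 3 and 5, which share the estimate of the spread, it was 8 and 5.

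No gene list passed between middle-aged and young muscle by camera, which called 0 of 43 with either correlation, with 9 at an unadjusted p under 0.05. Fry called 0, and PAGE, which treats genes as independent, called 14. The 14 included nuclear oxidative phosphorylation (PAGE, adjusted p = 0.000943), its complex I (0.0087) and its complex IV (0.00606). Their median log2 fold changes were -0.05, -0.05 and -0.14. The array medians of the whole list averaged 0.004 (SD 0.19) in middle-aged and 0.064 (SD 0.013) in young muscle. For the whole list and for complex I, 1 middle-aged array lay below all young arrays, and for complex IV 3 did. Middle-aged replicate 5 stood far from the other middle-aged arrays for the whole list and complex I, and PAGE was not run without it. Complexes II, III and V did not pass by PAGE. Fat cell genes had the largest mean among the lists (0.45, against a median of 0.07 over 17 genes, adjusted p = 0.0543), with the fat hormone gene Lep 4.96-fold higher (log2 2.31 ± 0.58, adjusted p = 0.321) and Dgat2, which makes triglycerides, 1.92-fold higher (0.94 ± 0.23, 0.284). Adjusted over the list alone 5 of those genes were higher. Fatty acid oxidation genes (median 0.15 over 19 genes, adjusted p = 0.0543) and macrophage genes (0.13 over 20 genes, 0.068) had the next lowest adjusted p. Slow fibre genes had the next largest mean (0.28, with 12 of 12 estimates higher, adjusted p = 0.0864). The denervation response list had a median of 0.06 (adjusted p = 0.291), and Ankrd1 in it stood 2.45-fold higher (1.29 ± 0.35, adjusted p = 0.373).

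Whether the later step differed from the earlier one was tested gene by gene. Dkk3, detected on all arrays, moved by 1.61 from young to middle age and by -1.63 from middle to old age on the log2 scale, a difference of -3.24 ± 0.51 (adjusted p = 0.0235 by limma). Krt18 passed too, but it was detected on no young and no middle-aged array. Its earlier step is background against background, its later step is known only as at least 4.78-fold, and its difference of 2.54 ± 0.24 (adjusted p = 3.81e-05) is taken against background and is no measured size. These 2 were the features called, and 432 had an unadjusted p under 0.05. The next were Gadd45a (1.70), Sln (4.52) and Kcnab1 (-1.95), each with an adjusted p of 0.0546. Krt18 was not tested without any 1 old array, where it missed the detection filter. The count was 0 without old replicate 1 or old replicate 4, 1 without young replicate 4 or without any 1 of middle-aged replicates 1, 3, 4 and 5, 4 without young replicate 3 and 8 without old replicate 5. Without old replicate 3 it was 2, with 0 higher and 2 lower. Dkk3 lost its call without young replicate 4 (adjusted p = 0.0566), without middle-aged replicates 1 (0.106), 3 (0.107), 4 (0.148) and 5 (0.093), and without old replicates 1 (0.0835) and 4 (0.121).

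Across all 9470 features the centroids of old and middle-aged arrays lay 0.263 apart and those of middle-aged and young arrays 0.193 apart, as root mean square log2 differences, and old and young lay 0.309 apart. The difference of 0.0703 between the steps had p = 0.198 in an exact two-sided permutation test over every assignment of the labels old and young to the 10 old and young arrays. This test asks whether old and young arrays are interchangeable, so it cannot show whether the steps are equal. Without old replicate 5 the difference was 0.128 (exact permutation p = 0.00794). With any other 1 array left out the exact permutation p lay between 0.127 and 0.444. The first principal component held 30.8% of the variance and the next 16.3%. Old replicate 3 lay at 48.7 on the first, apart from old replicates 1, 2 and 4 (9.41 to 15.1), middle-aged replicate 5 lay at 12.2, and old replicate 5 lay at -15.4 among the remaining young and middle-aged arrays (-18.2 to -3.32). Old replicate 3 also had the lowest median correlation with the other arrays (0.957, against up to 0.989).

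**Figure D3:**
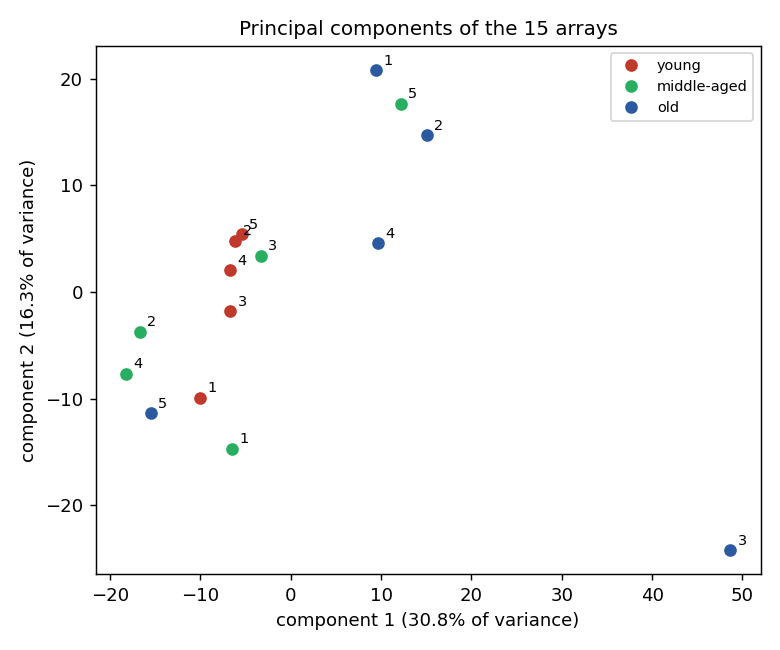
Scores of the 15 arrays on the first and second principal component of the normalised log2 intensities of all features, coloured by age group and numbered by replicate. Old replicate 3 stands apart at 48.7 on the first component, and old replicate 5 lies at -15.4.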

Values the study reported

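The paper's array methods count a gene as changed at a Z ratio over 1.5 together with p below 0.05. Of the pathways that fell with age, the paper found only the electron transport chain and oxidative phosphorylation shared by all its species. Measured by PCR in mice, 8 of 12 genes of the mitochondrial genome were significantly lower in the old animals, and nuclear genes of the same complexes stayed largely level. Lean mass, not normalised to body weight, was 20.3 g in young and 18.94 g in old mice. As a percentage, the paper reports lean mass as higher in old than in young mice.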

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

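The tests with the ribosomal protein medians, the Schwann cell and nerve list, the exchange of old replicate 5 with middle-aged replicate 5 and the slow fibre medians were chosen only after the results they concern had been seen; the splits and the fits without old replicate 3 were planned. Krt18, a keratin of simple epithelia, and Dkk3, a secreted Dickkopf protein, stood out because their later and earlier steps differed in a test of that difference, by 2.54 and by -3.24 on the log2 scale. The value for Krt18 is taken against background, as no young or middle-aged array detected it, so its earlier step was not measured. Other values came from an array far from the other 4 of its group, where the gap to the nearest array, as a share of the group's range, was above 0.71. They were the slow oxidative fibre genes on old replicate 5 (0.804), the glycolysis and glycogen genes on young replicate 1 (0.869), the nuclear oxidative phosphorylation genes (0.882) and their complex I (0.826) on middle-aged replicate 5, the translation initiation genes on old replicate 3 (0.813) and the cytosolic ribosomal protein genes on young replicate 5 (0.852). Among single genes they were Nrep on young replicate 3 (0.941), Lgals3 on middle-aged replicate 5 (0.805) and Rrad on young replicate 4 (0.783), and old replicate 3 also stood apart in its median correlation with the other arrays (0.914). Chance flags about 1 in 20 groups, so 6.75 of the 135 groups checked would be picked out by chance, and 10 were.

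On old replicate 5 the slow fibre genes Myh7, Tnni1, Tpm3 and Myl2, picked after their values were seen, read 4.94, 5.82, 6.29 and 12.7 on the log2 scale, where the lowest other array read 6.68, 6.94, 8.54 and 12.8. A difference in slow fibre content is a candidate explanation of the 1366 features that were called when old replicate 5 and middle-aged replicate 5 were exchanged. With each array's slow fibre median as a covariate that split called 235, while the real split called 43. This fall cannot tell slow fibre content from other causes, since the low median of old replicate 5 makes the covariate stand largely for that array. Exchanged labels are the other explanation: over the 843 features called without this pair, on a scale from 0 for the other middle-aged to 1 for the other old arrays, middle-aged replicate 5 lay at a median of 0.727 (quartiles 0.368 to 1.07) and old replicate 5 at 0.00087. The denervation response genes argue against an exchange, as their median was -0.0811 on middle-aged replicate 5, below the 0.27 of the lowest other old array, and 0.17 on old replicate 5, above the -0.09 of the highest other middle-aged array. An animal's own course of ageing stays open and was not tested.

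Nuclear oxidative phosphorylation genes were lower in old muscle by a median of -0.14 on the log2 scale. An effect of old replicate 3 alone is a candidate explanation: without it the adjusted p was 0.222 (over all settings it ran from 1.78e-05 to 0.753) and the median -0.07, with an SD over members of 0.13 before and 0.15 after, so the call ended mainly because the shift shrank. With the cytosolic ribosomal protein medians as a covariate the list kept a median of -0.15 (camera, adjusted p = 0.000287). Those ribosomal protein medians averaged 0.03 on the old and 0.02 on the young arrays. A covariate so alike in both groups could hardly change the estimate, so the kept median cannot decide on a shift shared with those transcripts. The adjusted p of 0.000287 by camera cannot exclude such a shift either, since camera gave this list a low p in many splits too. Of 100 splits of the old and young arrays, 40 gave the list as low a p, with -log10 p of 3.30 in the real and 12.1 in the highest other split, so chance cannot be excluded. Age remains open as the biological explanation.

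Denervation response genes, led by Sln, Ankrd1 and Myh8, were higher in old muscle by a median of 0.80. Neither old replicate 3 (adjusted p = 1.59e-10 and a median of 0.73 without it, in a range from 6.51e-49 by PAGE to 0.0053 with an estimated correlation over all settings) nor RNA of nerve and Schwann cells accounts for it, as the Schwann cell and nerve list had a median of 0.0400 with an SD of 0.18 over its members. A loss of nerve contact with age is consistent with a median of 0.73 without that array, as a hypothesis found and tested on the same data, and other stresses of the fibre that turn on the same genes were not tested.

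The other splits of the samples bear on the counts. For old against young, 1 of 100 splits, the real one, called as many as 313 features, the highest other calling 20, so chance can be excluded for that count. For old against middle-aged, 5 of 100 splits called at least the 30 features of the real split, so chance cannot be excluded, and the highest other called 1366, which points to a structure of the samples. That split exchanges old replicate 5 with middle-aged replicate 5, and the next (563, 269 and 112 features) also move old replicate 5. For middle-aged against young, 2 of 100 splits called at least the 1 feature of the real split, the highest other also 1. That is under 1 in 20 for the count of calls. It does not test Kcnab1 itself, which the methods' test did not call. At an unadjusted p under 0.05 limma, with a spread shared with the old arrays, had 480 features, close to the 473.5 of chance. The methods' test, on the arrays of the groups compared alone, had 804. For the difference between the steps (2 features), 3 of 100 random assignments of all 15 arrays called as many, the highest other calling 66. These assignments also break up the age groups, so they do not test whether the steps differ, and 432 features had an unadjusted p under 0.05. For the gene lists chance cannot be excluded: as many lists were called in 15 of 100 splits for old against young (14 lists in the real split, 19 in the highest other), in 8 of 100 for old against middle-aged (15 and 23) and in 100 of 100 for middle-aged against young (0 and 12).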

How the results depend on the processing

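The fits without old replicate 3 and middle-aged replicate 5 together, and the distance with the spread within groups subtracted, were chosen after seeing the data; all other settings were planned. Of the 62 results for named genes that were called, such as Sln, Krt18 and Nrep, 556 of 604 comparisons with other settings kept the direction and the call and 48 lost the call, as did 789 and 131 of 920 with 1 array left out, where Krt18 was not tested without an old array, and 0 reversed. The 28 called list results kept both in 670 of 812 comparisons, lost the call in 133 and reversed in 9. Of the 212 results for genes named without a call, 57 of 5264 comparisons passed. In 31 the estimate took the opposite sign, with no call in either setting. The called features for middle-aged against young (1) were 2 with every probe, 77 with array weights, 17 with the arrays of the 2 groups alone, 341 by the thresholds of the methods (198 higher and 143 lower), 1 lower feature by the methods' test after adjustment, which did not call Kcnab1, 2 without old replicate 3 and middle-aged replicate 5, and 1 to 8 with 1 array left out. For old against middle-aged (30) they were 15 with detection on all arrays, 468 with array weights (205 higher and 263 lower), 101 without that pair, 15 with the arrays of the 2 groups alone, 274 by the methods' thresholds (94 and 180), 1 by the methods' test after Benjamini-Hochberg adjustment, and 15 to 306 with 1 array left out. For old against young (313) they were 136 with median scaling, of which 130 were shared, 870 with array weights, 584 without that pair (297 shared), 178 with the arrays of the 2 groups alone, 516 by the methods' thresholds (183 and 333), 24 by the methods' test after adjustment, and 152 to 710 with 1 array left out. For the difference between the steps (2) they were 5 with no background correction, with normexp, with Z scores and with the deposited scores alike, 1 with detection on all arrays, 16 with array weights, 0 without that pair (limma, adjusted p of the first feature 0.0627), and 0 to 8 with 1 array left out. Fewer arrays or fewer features tested explain part of the lower counts, and for the others the cause was not tested. The adjusted p of the nuclear oxidative phosphorylation list in old against young (0.00304) became 0.753 with Z scores and with the deposited scores, 0.0913 with array weights, 0.643 with an estimated correlation, 0.307 by fry, 0.470 by PAGE, 0.116 without that pair, and 1.78e-05 to 0.222 with 1 array left out. The 29 list calls were 3 with an estimated correlation, 9 by fry, 53 by PAGE, and 25 to 36 with 1 array left out. The list medians that reversed were those of oxidative phosphorylation (0.0017 with Z scores, the deposited scores and PAGE) and glycolysis (0.0102 with the same) in old against middle-aged, of cytokines in the same comparison with detection on all arrays (-0.27), and of glycolysis in old against young (0.0263 with Z scores and the deposited scores); the cause was not tested. The difference between the centroid distances (0.0703) ran from 0.0466 to 0.128 with 1 array left out, was 0.0562 without that pair, and was 0.0486 (exact permutation p = 0.833) with the spread subtracted. The replicate numbers did not pair the arrays: 3 of 15 pairs of the same number correlated above 0.1 (from -0.497 to 0.403) and 5 arrays correlated best with their own number. With the replicate block the called features were 2, 21 and 219 in the order above and 3 for the steps, and 0 list calls were lost. No slide was named, so a slide block was not run, and the mitochondrially encoded list gave no value. No scaling moved the median of all features by more than 0.1 (the farthest was -0.07, with median scaling). Genes near background limit what can be seen, since probes outside the detection filter were not tested.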

Other observations

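No tests in this part were chosen only after a result was seen. Several groups not yet described also held single genes that changed between old and young muscle (limma, n = 5 per group). The small heat shock protein gene Hspb7, which keeps actin filaments from clumping, rose 2.38-fold (log2 1.25 ± 0.29, adjusted p = 0.0206), the 1 of 20 heat shock and chaperone genes that passed (0 fell, 2 higher adjusted over the list alone, list median 0.10, adjusted p = 0.239). Mustn1, a regulator of muscle repair that the smooth muscle list holds, rose 1.93-fold (0.95 ± 0.17, 0.00458), as the 1 of 14 that passed there (1 higher adjusted over the list alone, median 0.03, adjusted p = 0.471). The glutathione transferase Gstm2 rose 1.51-fold (0.60 ± 0.13, 0.0139) and the xanthine oxidase gene Xdh 1.48-fold (0.56 ± 0.15, 0.0455), the 2 of 31 oxidative stress genes called (2 higher adjusted over the list alone), in a list whose median was -0.04, mean 0.02 and test positive (adjusted p = 0.626). The ribosomal protein gene Rpl3 rose 1.62-fold (0.69 ± 0.15, 0.0161) as the 1 of 51 in its list (1 adjusted over the list alone, median 0.02, adjusted p = 0.471). Hspb7 lost its call without young replicates 1 (adjusted p = 0.0622) and 4 (0.0574) and old replicates 1 (0.0581) and 4 (0.0633), and Xdh without any 1 of young replicates 1 to 5, middle-aged replicates 1 to 4 and old replicates 1 and 4 (0.0554 to 0.105). With median scaling the calls of Gstm2 (0.324), Xdh (0.308) and Rpl3 (0.155) were lost. Xdh lost its call in 5 further settings (0.0504 to 0.104), and Hspb7 with the replicate block (0.0581).

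Single genes of the body clock moved in both directions in old against young muscle. The clock repressor Cry2 rose 1.73-fold (log2 0.79 ± 0.19, adjusted p = 0.0291) and the clock-controlled repressor Nfil3 was 2.12-fold lower (-1.09 ± 0.25, 0.0202), the 1 rise and 1 fall among 15 clock genes (1 and 1 adjusted over the list alone, median 0.09, adjusted p = 0.471). The orphan receptor Nr4a2 was 2.78-fold lower (-1.48 ± 0.36, 0.03), the 1 of 19 immediate early genes that passed (2 lower adjusted over the list alone), and the list was lower by a median of -0.46 (camera, adjusted p = 0.0401, and adjusted p = 0.643 with an estimated correlation). That list lost its call without young replicates 2 (0.348) and 4 (0.0931), middle-aged replicate 5 (0.05) and old replicates 3 (0.286), 4 (0.0671) and 5 (0.139). It also lost it with detection on all arrays (0.298), with array weights (0.197), by fry (0.307) and without old replicate 3 and middle-aged replicate 5 together (0.301). Cry2 lost its call without young replicates 1 (0.0815), 2 (0.0725) and 5 (0.0834) and old replicates 1 (0.0837) and 4 (0.0886), Nfil3 without young replicates 4 (0.0556) and 5 (0.0676) and old replicates 1 (0.058) and 4 (0.0596), and Nr4a2 without young replicates 2 (0.0842), 4 (0.0871) and 5 (0.0691) and old replicates 2 (0.071) and 4 (0.0716). In 4 other settings Cry2 lost its call too (0.0647 to 0.161).

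In growth signalling Igfbp5, which binds insulin-like growth factors, was 1.5-fold lower in old than in young muscle (log2 -0.59 ± 0.16, adjusted p = 0.0455), with Irs2 the 2 of 29 genes of the IGF-1 and mTOR list that fell (0 rose, 2 higher and 3 lower adjusted over the list alone, median -0.03, adjusted p = 0.815). Gdap1, a mitochondrial fission factor, was 1.80-fold lower (-0.85 ± 0.22, 0.0414), the 1 of 11 fusion and fission genes called (1 lower adjusted over the list alone, median -0.10, adjusted p = 0.428). Gpd1, a glycerol phosphate enzyme, was 1.61-fold lower (-0.69 ± 0.15, 0.0154), the 1 of 17 genes of the adipocyte list called. Adjusted over that list alone 1 gene was higher and 1 lower. The list median had the opposite sign to Gpd1, at 0.27 (adjusted p = 0.377). Igfbp5 lost its call without any 1 of young replicates 1 to 5, middle-aged replicates 1 to 4 and old replicates 1 to 4 (adjusted p from 0.0559 to 0.118), and Gdap1 without any 1 of young replicates 1, 2, 3 and 5, middle-aged replicates 1 to 4 and old replicates 1 and 4 (0.0513 to 0.112). With median scaling the calls of Igfbp5 (0.185), Gdap1 (0.0649) and Gpd1 (0.115) were lost. Igfbp5 lost its call in 5 further settings (0.0504 to 0.103), and Gdap1 with no detection filter (0.0518).

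Other lists did not pass between old and young muscle. Tie1, a receptor of blood vessels, stood 1.47-fold lower (log2 -0.55 ± 0.15, adjusted p = 0.0572), and the endothelium list had a median of -0.14 over 19 genes (adjusted p = 0.239). The satellite cell list had a median of -0.23 over 9 genes (0.473), the fast glycolytic fibre list -0.09 over 16 (0.639), the TCA cycle list -0.03 over 19 (0.876), mitochondrial biogenesis -0.04 over 16 (0.612), mitophagy 0.15 over 13 (0.303), fatty acid oxidation 0.13 over 19 (0.147), translation initiation 0.06 over 25 (0.239) and ubiquitin ligases and atrophy 0.06 over 21 (0.473). The reference genes for PCR had a median of 0.12 over 10 genes (0.471), and 4 of them were higher and 2 lower adjusted over the list alone, while limma called 0 over all genes and 4 were higher and 2 lower at an unadjusted p under 0.05. Blood cell markers gave lists of few members: neutrophil genes had a median of -0.05 but a mean of 0.48 and a positive test over 4 genes (0.473), with S100a8 the 1 called, T and NK cell genes a median of 0.00, a mean of -0.15 and a positive test over 4 genes (0.994), with Thy1 the 1 called, and erythroid genes a median of 0.01, a mean of -0.06 and a negative test over 5 genes (0.639).

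The paper's count of mitochondrial genome transcripts that fell has no counterpart here, as the arrays' probes for those genes were not analysed here. Its nuclear genes of the PCR panel were largely level in that assay, and on the arrays the same 6 genes had a median of -0.13 on the log2 scale (adjusted p = 0.522).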
